A study of Saccharomyces cerevisiae with 27 samples. Its data were reported in "Modulation of the transcription regulatory program in yeast cells committed to sporulation" (2006).

How the data were processed

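RNA of SK1 cells was measured on 27 two-colour arrays printed with PCR products of yeast open reading frames, 13056 spots per array with 2 spots for each of 6218 open reading frames. Groups came from the sample labels: 8 arrays of cells in SPM at 2 to 9 h, and 8, 5 and 6 arrays taken 20, 80 and 140 min after transfer to growth medium. Per the file headers, the deposited scanner files hold spot and local background brightness in the unit intensity, without background subtraction or crosstalk correction. The authors scanned the arrays and quantified the spots, and their deposited value table is in the unit log2, as ratios with local background subtracted, values floored at the mean of buffer spots, the median of each array subtracted and duplicate spots averaged. The labels give Cy5 to the sample and Cy3 to the reference, while the protocol text names the dyes the other way round. The direction log2 Cy5/Cy3 was checked against the file headers and the value table, which correlated with the same steps redone from the intensities at r from 0.970 to 0.999 with slopes from 0.923 to 1.04.

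From the intensities, background was corrected with normexp (offset 50), log2 ratios were normalised by loess within each array with control spots at weight 0, and duplicate spots were averaged, in R 4.3.3 with limma 3.58.1 and the package data.table, version 1.17.8. Figures were drawn with python 3.11.15. The 19 spots with a quality mark, on 4 arrays, were left out. A gene was kept if its signal over local background exceeded the 95 percentile of the 236 buffer spots in either channel on at least 3 of the 27 arrays, which kept 6035 and dropped 183 genes. Gene symbols came from the files and the reference table, which matched 5663 of the open reading frames and not 555, and 5164 of the 6218 had a standard name. Probes of the deposited values were joined by gene identifier: 5562 of 6159 had 1 symbol and 597 had none, and 5529 matched an open reading frame on the arrays. Genes above background in either channel numbered 3106 to 5865 per array (median 5440), with the fewest in the 20 min sample of 2 h, and in Cy5 alone 2610 to 5776. Duplicate spots correlated at r from 0.876 to 0.977 (median 0.948). Arrays give no counts, and their number limits the precision. A fold of a gene that lay at background on every array of 1 arm was given as a bound, with that arm set to the lowest signal above the buffer spots on each array.

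SPM arrays were compared with the reference by limma (lmFit and eBayes, two-sided, 7 residual degrees of freedom), which leaves out the spread of the reference itself and a constant dye effect. Change over hours in SPM was a moderated F test of a natural spline with 3 degrees of freedom. Its direction is that of the fitted change from 2 to 9 h. The transfer comparisons came from 1 fit over the 27 arrays with the hour as a block of 8 levels and terms for 20, 80 and 140 min (16 residual degrees of freedom). The responses by stage came from a fit with those terms for each of 3 stages (early 2 to 4 h, 5 h by itself, late 6 to 9 h; 10 residual degrees of freedom), and the late minus early difference is its interaction contrast. P-values were adjusted by the Benjamini-Hochberg method and called under 0.05. The pairing by hour comes from the design, since part of the same culture was moved at each hour and the labels give the hour. As a check, the deviations of a transferred array from its group's mean correlated with those of the SPM array of its hour at r from 0.22 to 0.72 at 20 min (best with its own hour in 5 of 8 pairs), 0.18 to 0.59 at 80 min (2 of 5) and -0.06 to 0.45 at 140 min (0 of 6).

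Gene lists of 21 groups with 631 members (early meiotic, middle sporulation, meiotic division and late sporulation genes, stress response, rRNA processing, RNA polymerase I and III, gluconeogenesis and acetate use, TCA cycle and respiration, fatty acid oxidation, glycolysis, hexose transporters, amino acid biosynthesis, nitrogen catabolite repressed genes, purine synthesis, G1 and S phase genes, histones, the PKA pathway, pseudohyphal growth, haploid cell genes and ribosomal proteins), 26 landmark genes, the tests, the groups, the stages and the alternatives were chosen before the data were examined. Lists were tested with limma camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the 21 lists. For change over hours camera tested a straight line in hours. Genes named are, for each comparison, up to 8 with the largest rise and 8 with the largest fall among those called, with a standard name and the same direction in every pair or SPM array (for a late minus early difference, every late pair on the same side of every early pair; for change over hours, by the fitted change), up to 4 members of each described list with the smallest p, and the landmark genes. Median responses of the lists at 20 min were related to the hour by Pearson's r and Spearman's rho with exact permutation p, and responses of hours were compared by their correlation across genes.

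Alternatives were no background correction, the published processing, the deposited value table, median centring, print-tip loess, no filter, a filter on both channels that kept 4698 genes, keeping spots with a quality mark, limma arrayWeights, leaving out each hour, SPM values interpolated to the elapsed time (9 h where later), no block for hour, paired differences of each time by itself, 5 h counted as early or late, a straight line in hours, early against late SPM arrays and the scan day, of which the files give 4, as a term. Paralogs share sequence, so a PCR product can bind RNA of a close relative. On simulated data of 6030 genes, changes of 1 on the log2 scale were found for 97.0% of changed genes against the reference, 85.1% at 20 min, 68.7% at 80 min and 82.1% at 140 min. For late minus early differences these shares were 11.9% at 20 min and 1.49% at 80 and at 140 min, and for differences of 2 they were 72.7%, 50% and 59.1%. For a change over hours of 2 the share was 31.3%. Between 2.37% and 8.11% of calls on simulated changes were false, and unchanged data gave 0 calls by limma. The simulated values were independent normal draws around 0 with each gene's residual spread from the stage fit. They held no course over hours, no scan day effect and no correlation between genes, so these shares need not hold for the real arrays. Other experiments of the study were not analysed here.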

Results

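Transcript levels of SK1, a diploid yeast strain that sporulates fast, were measured on 27 arrays during sporulation and after a return to growth medium. Cells grown in an acetate medium (YPA) were moved to sporulation medium (SPM). RNA was taken each hour from 2 to 9 h (8 arrays). At these hours a part of the culture was placed in growth medium, and RNA was taken 20 min later (8 arrays), 80 min later (5 arrays, from 2, 4, 5, 8 and 9 h) and 140 min later (6 arrays, from 2 to 7 h). Every value is a log2 ratio of the sample (Cy5) to a pool of RNA from YPA-grown cells (Cy3). The study describes 1 reference for its hybridizations, taken from the YPA culture of another of its time courses. A difference between cultures may therefore enter comparisons with the reference. The sample labels name the growth medium YPD, whereas the series title and the protocols name YPA. Median spot intensity ranged from 851 to 3380 in Cy5 and from 758 to 1576 in Cy3. Between 3106 and 5865 of the 6218 open reading frames per array lay above the buffer spots in either channel. There was 1 culture and 1 array per hour, so p-values measure only the spread between these arrays, and the number of arrays limits the precision. Changes are log2 differences with their standard error (SE), calls are limma tests adjusted over 6035 genes, and genes named as rising or falling after transfer did so in every pair unless a count of pairs is given.

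The SPM arrays against the reference show what sporulating cells express relative to cells growing on acetate (n = 8 arrays). Genes of meiosis and spore formation stood far above the reference, and genes of ribosomes, glycolysis, respiration and stress stood below it. LDS1, a protein of spore lipid droplets, was at least 38.7-fold higher, the sporulation gene SPO19 at least 35.6-fold, SPS4 at least 33.6-fold and GAS4, an enzyme of spore wall glucan, at least 27.2-fold. The reference lay at background for these genes. SPR3, a septin of the spore membrane, was at least 26.2-fold higher, SSP2 at least 24.5-fold and LDS2 at least 23.5-fold, while SPR2 rose by 5.55 (SE 0.92, adjusted p = 0.000804). YGP1, a cell wall protein induced by nutrient limitation, fell by 4.68 (SE 0.21, adjusted p = 1.54e-06). Lower as well were BTN2 (-4.53, SE 0.28), URA1 of pyrimidine synthesis (-4.35, SE 0.23), YRO2 (-3.96, SE 0.30), AIM17 (-3.96, SE 0.23), SPI1 (-3.33, SE 0.24), the serine and threonine deaminase CHA1 (-3.20, SE 0.45) and the proline permease PUT4 (-3.08, SE 0.45). Of the 6035 genes, 1653 were higher and 1509 lower than the reference.

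By gene group, 27 of 29 early meiotic genes, which act in recombination and chromosome pairing, rose (28 adjusted over the list alone, median 2.42, or 2.10 with 14 members set to their bound), among them the meiotic kinases IME2 (4.97, SE 0.24) and MEK1 (5.01, SE 0.28). Of 40 middle sporulation genes 38 rose (38 adjusted over the list alone, median 3.73), among them MPC54 of the meiotic spindle pole body (3.72, SE 0.31). Of 24 meiotic division genes 21 rose (22 adjusted over the list alone, median 2.04), such as the cyclin CLB5 (3.12, SE 0.32) and the securin PDS1 (3.01, SE 0.32). So did 9 of 10 late sporulation genes (9 adjusted over the list alone, median 2.88) and all 8 histone genes (8 adjusted over the list alone, median 1.22). Ribosomal protein genes fell in 87 of 134 cases (96 adjusted over the list alone, median -0.89), glycolysis genes in 15 of 16 (15 adjusted over the list alone, median -1.15). So did genes of the TCA cycle and respiration in 25 of 44 (26 adjusted over the list alone, median -0.64), stress response genes in 18 of 30 (18 adjusted over the list alone, median -1.18) and hexose transporter genes in 5 of 6 (5 adjusted over the list alone, median -1.82), with HXT2 the exception (0.99, SE 0.15). Camera with a preset correlation called these 10 of 21 lists, with adjusted p from 1.17e-13 for early meiotic genes to 0.0382 for hexose transporters. Each had adjusted p = 0.511 with an estimated correlation, except 0.524 for middle genes and 0.557 for hexose transporters and ribosomal proteins. Of the regulators, the activator of middle genes NDT80 stood at 3.67 (SE 0.71, higher on 7 of 8 arrays, adjusted p = 0.00189) and the G1 cyclin CLN3 at -1.92 (SE 0.18, lower on 8 of 8, adjusted p = 3.3e-05). IME1, which starts meiosis, did not pass (0.45, SE 0.30). Nor did the glyoxylate cycle gene ICL1 (0.15, SE 0.13), whose sign turned to -0.43 with median centring, to -0.36 with the published processing and to -0.39 in the deposited value table. The flocculin FLO11 (-2.31, SE 0.23), the sensor MSB2 (-1.09, SE 0.17) and FBP1 of gluconeogenesis (-1.79, SE 0.29) were lower on 8 of 8 arrays.

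Over the hours in SPM the arrays show the order of the programme. Early meiotic genes were highest at 4 h (median 3.83) and fell to 0.71 by 9 h, middle genes rose from 0.32 at 2 h to 6.69 at 6 h, and late sporulation genes reached 6.07 at 8 h. The sporulation gene SPS2 went from -0.36 at 2 h to 7.27 at 9 h, DIT1 of the dityrosine spore wall layer from 0.45 to 7.75 and GAS2, another enzyme of spore wall glucan, from -3.34 to 4.91. The ammonium permease MEP2 went from 5.83 to -0.10, the ribonucleotide reductase gene RNR1 from 2.63 to -1.01 and POL30, the replication clamp, from 3.56 to 0.12. The limma test of a spline in hours called 1337 genes, of which 911 had risen and 426 had fallen from 2 to 9 h. Their highest value was at 6 h for 252, at 7 h for 351 and at 9 h for 283.

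**Figure D1:**
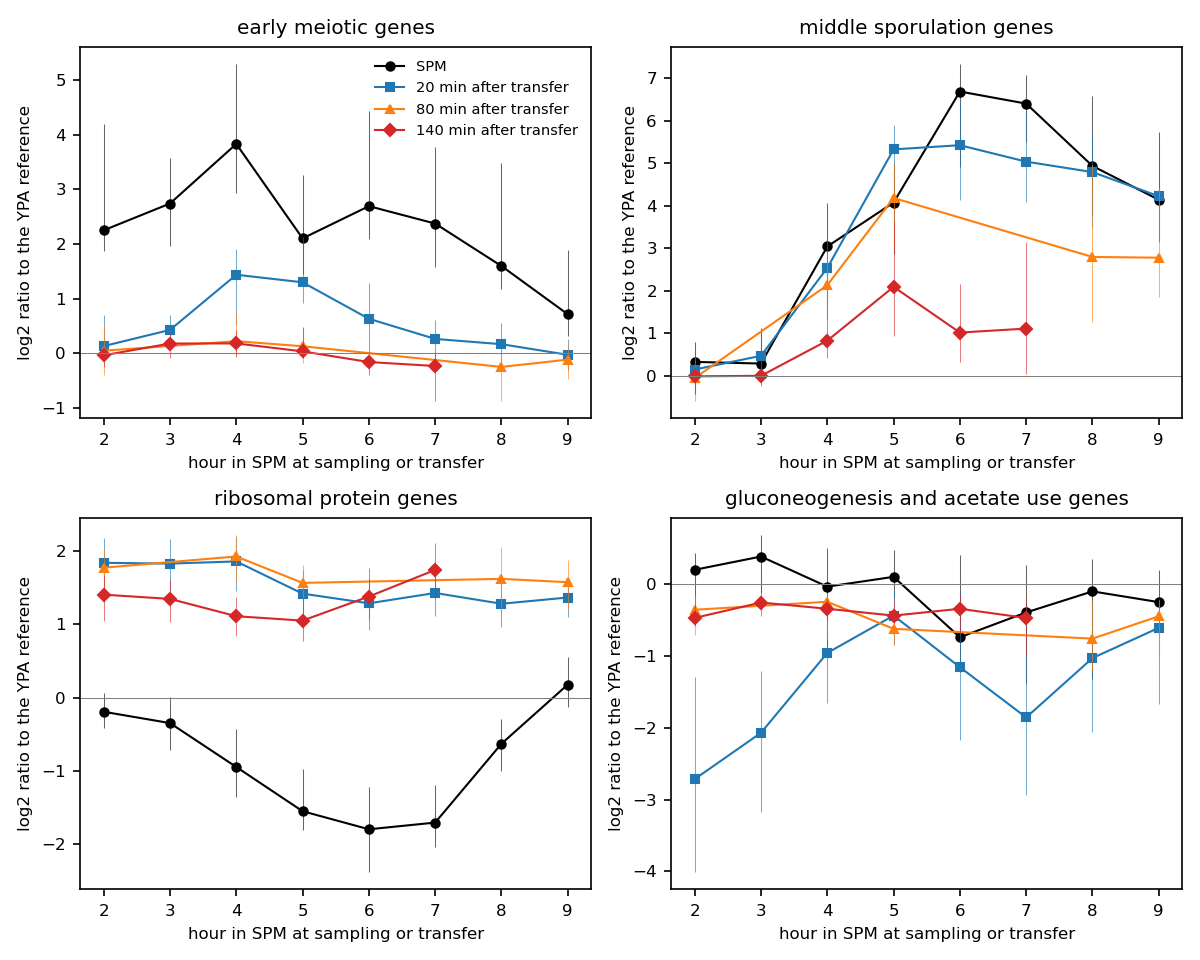
Median log2 ratio to the YPA reference of the genes of each of 4 lists (vertical axes) by hour in SPM at sampling or transfer (horizontal axes). Bars span the quartiles over genes and lines join the sampled hours of a group. In SPM the middle sporulation genes rose to 6.69 at 6 h, and at 140 min after transfer they stood between -0.02 and 2.09, while ribosomal protein genes stood at 1.28 or above at each hour 20 min after transfer.

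By gene group, 37 of 40 middle genes rose over the hours (39 rose and 1 fell adjusted over the list alone, median 3.98), for example SPS18 (6.53). So did 8 of 10 late genes (9 adjusted over the list alone, median 5.80), for example LOH1 (6.95), and 18 of 24 meiotic division genes (18 adjusted over the list alone, median 1.26). Early meiotic genes fell, 9 of 29 by the gene test (13 adjusted over the list alone, median -1.19), for example HOP1 of the meiotic chromosome axis (-2.95). G1 and S phase genes fell, 8 of 26 (11 adjusted over the list alone, median -1.53). Of 30 stress response genes 15 rose (18 adjusted over the list alone, median 1.23), for example the catalase CTT1 (6.54). So did 7 of 13 fatty acid oxidation genes (10 adjusted over the list alone, median 1.41) and 5 of 14 genes of the PKA pathway (5 adjusted over the list alone, median 0.51), among them RAS1 (2.85), a call that ended with median centring (adjusted p = 0.134) and with the published processing (adjusted p = 0.0674). Camera on a straight line in hours called 15 of 21 lists, with adjusted p from 1.42e-16 for middle genes to 0.047 for the PKA pathway. With an estimated correlation the lowest were adjusted p = 0.0794 for late genes, adjusted p = 0.0934 for G1 and S phase genes, adjusted p = 0.271 for fatty acid oxidation, nitrogen and PKA pathway genes and adjusted p = 0.328 for middle genes. The others lay higher, at 0.407 for stress response, 0.425 for early meiotic and 0.453 for division genes. Ribosomal protein genes, of which the spline test called 86 that ended higher and 11 that ended lower, went down to -1.80 at 6 h and back to 0.18 at 9 h. Camera, which tests a straight line, did not call them (adjusted p = 0.682). A straight line in place of the spline called 538 genes. Without 9 h the spline called 612, without 2 h 758, without 8 h 823 and without 3 h 890.

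The 20 min samples show the first response to growth medium (n = 8 pairs of a transferred array with the SPM array of its hour). Genes that build ribosomes rose at every hour of transfer, and early meiotic genes and genes of fatty acid oxidation fell. RPS22A of the small ribosomal subunit rose by 3.64 (SE 0.34, adjusted p = 2.3e-08), CBF5, which modifies rRNA, by 3.37 (SE 0.30, adjusted p = 1.09e-08) and the drug efflux pump PDR5 by 3.22 (SE 0.20, adjusted p = 2.3e-10). The phosphate transporters PHO84 (-4.86, SE 0.19, adjusted p = 4.97e-14) and PHO89 (-4.42, SE 0.31) fell. So did SPL2, which is induced by phosphate starvation (-4.09, SE 0.28), the copper transporter CTR3 (-4.00, SE 0.52), the mitochondrial citrate synthase CIT3 (-4.56, SE 0.30), RGI2 (-4.81, SE 0.36), the meiotic recombinase DMC1 (-4.33, SE 0.28, adjusted p = 2.65e-10) and MEK1 (-4.09, SE 0.27). AIM33 (3.34), RPS22B (3.28), RPS9B (3.28), RPL16B (3.24) and RPL26B (3.18) were the others with the largest rise. In all, 1154 genes rose and 1595 fell.

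Ribosomal protein genes rose in 129 of 134 cases (129 adjusted over the list alone) with a median of 2.42, and 2 fell. Of 83 rRNA processing genes 71 rose (72 adjusted over the list alone, median 1.25), such as MAK5 (2.73, SE 0.23). Of 24 genes of RNA polymerase I and III 19 rose (19 adjusted over the list alone, median 1.12), such as RPA49 (2.94, SE 0.26) and RPA135 (2.76, SE 0.30). Early meiotic genes fell in 26 of 29 cases (27 adjusted over the list alone, median -2.25), histone genes in 8 of 8 (8 adjusted over the list alone, median -1.48) and nitrogen catabolite repressed genes in 13 of 25 (15 adjusted over the list alone, median -0.87), such as the arginase CAR1 (-2.73, SE 0.24) and the proline oxidase PUT1 (-2.74, SE 0.35). With an estimated correlation ribosomal proteins and rRNA processing had adjusted p = 0.0845, and the polymerase, early meiotic, histone and nitrogen lists adjusted p = 0.0901. Fatty acid oxidation genes fell in 11 of 13 cases (12 adjusted over the list alone, median -2.18), among them FOX2 (-3.50, SE 0.24) of peroxisomal beta-oxidation and the peroxisomal importer PXA1 (-3.58, SE 0.26), and POT1 fell by 3.00 (SE 0.25). This was the 1 list of the 11 called whose call held with an estimated correlation (adjusted p = 2.72e-07 with the preset and 0.0276 with the estimate). Genes of gluconeogenesis and acetate use fell in 16 of 18 cases (16 adjusted over the list alone, median -1.15), such as the acetyl-CoA synthetase ACS1 (-3.24, SE 0.43). G1 and S phase genes fell in 16 of 26, with 4 that rose (16 and 4 adjusted over the list alone, median -0.87), such as RFA1 (-1.53, SE 0.18). Both had adjusted p = 0.32 with an estimated correlation. Amino acid biosynthesis genes rose in 22 of 46 cases (22 adjusted over the list alone, median 0.57), such as BAT1 (2.00, SE 0.25), with adjusted p = 0.369 with an estimated correlation. Division genes fell in 9 of 24 (9 adjusted over the list alone, median -0.68), with adjusted p = 0.755 with an estimated correlation. Middle genes were not called over all pairs (median -0.34, 5 of 40 fell, 1 adjusted over the list alone), and their median response went both ways by hour, from -1.22 at 7 h to 0.80 at 5 h. The lists of purine synthesis (median 0.10), the PKA pathway (0.08), pseudohyphal growth (0.23) and haploid cell genes (-0.10) were not called.

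Of the regulators at 20 min, IME1 fell by 1.98 (SE 0.26, adjusted p = 1.66e-06, lower in 8 of 8 pairs) and IME2 by 2.30 (SE 0.42, adjusted p = 0.000123, 8 of 8), while NDT80 did not pass (-0.37, SE 0.53). CLN3 rose by 1.63 (SE 0.17, adjusted p = 1.2e-07, 8 of 8 pairs) and SUM1, a repressor of middle genes, by 0.66 (SE 0.18, adjusted p = 0.00361, 8 of 8). Small falls of BCY1, the regulatory subunit of PKA (-0.55, SE 0.18), and of MSH1 (-0.33, SE 0.13, 7 of 8 pairs) were called, and HXT1, a glucose-induced hexose transporter, was not (-0.38, SE 0.23). The arrays had been scanned on 4 days. Within these the early meiotic median of transferred arrays lay between -2.97 and -0.98 from that of SPM arrays, the ribosomal protein median between 1.82 and 2.80 and the gluconeogenesis median between -1.78 and -0.95. On 1 day the division median (0.65, other days -1.46 to -0.72) and the amino acid median (-0.17, other days 0.35 to 1.07) had the other sign. On that day middle genes also lay higher at 80 min (3.86) and 140 min (0.65), and lower on the others. Arrays of a day came from different hours, and that day held 1 SPM array, of 2 h. With scan day as a term 2886 genes were called, and without the block for hour 2215.

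After 80 min (n = 5 pairs) meiotic genes were lower and ribosomal protein genes still higher than in SPM. DMC1 fell by 5.24 (SE 0.34), MEK1 by 4.81 (SE 0.32), HOP1 by 4.45 (SE 0.30), the meiotic gene SLZ1 by 4.46 (SE 0.57), MEI5 by 3.93 (SE 0.44), PHO89 by 4.83 (SE 0.37) and SRT1, an enzyme of long-chain dolichol synthesis, by 4.99 (SE 0.27, adjusted p = 4.01e-11), and SPL2 was at least 12.4-fold lower. The alcohol dehydrogenase ADH6 rose by 3.99 (SE 0.30, adjusted p = 4.78e-09) and YGP1 by 3.72 (SE 0.45), and the amino acid permease BAP3 was at least 9.54-fold higher. Ribosomal protein genes made up RPS22A (3.67, SE 0.40), RPS9A (3.30), RPS9B (3.29), RPS2 (3.27) and RPL23A (3.20). In all, 955 genes rose and 1190 fell (934 and 892 in the deposited table). Early meiotic genes fell in 28 of 29 cases (28 adjusted over the list alone, median -2.74), middle genes in 12 of 40 (11 adjusted over the list alone, median -1.12), such as MPC54 (-2.66, SE 0.51). Also lower were division genes in 12 of 24 (13 adjusted over the list alone, median -1.21), such as PDS1 (-2.34, SE 0.45), fatty acid oxidation genes in 9 of 13 (10 adjusted over the list alone, median -1.61) and histone genes in 8 of 8 (8 adjusted over the list alone, median -1.41). Ribosomal protein genes rose in 126 of 134 cases (126 adjusted over the list alone, median 2.50), rRNA processing genes in 38 of 83 (38 adjusted over the list alone, median 0.61), amino acid biosynthesis genes in 26 of 46 (27 adjusted over the list alone, median 0.86), such as LYS21 (1.70, SE 0.23). Glycolysis genes rose in 6 of 16 (7 adjusted over the list alone, median 0.60), such as PGI1 (1.26, SE 0.27). Camera called 11 lists, of which none held with an estimated correlation. There adjusted p = 0.0592 for early meiotic, fatty acid oxidation and ribosomal protein genes, 0.0927 for histones, 0.309 for amino acids, 0.372 for rRNA processing, 0.385 for division genes, 0.464 for glycolysis and 0.621 for middle genes. NDT80 fell by 1.64 (SE 0.63, adjusted p = 0.048, 4 of 5 pairs), CDC5, the polo kinase, by 1.90 (SE 0.60, 4 of 5 pairs) and IME2 by 3.88 (SE 0.50, 5 of 5). The gluconeogenesis list, called at 20 min, was not (median -0.39, adjusted p = 0.303).

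After 140 min (n = 6 pairs) early meiotic, middle and division genes were lower than in SPM. IME2 fell by 5.38 (SE 0.47, adjusted p = 1.85e-08) and stood between -0.51 and -0.04 of the reference at every hour of transfer. SRT1 fell by 5.16 (SE 0.25, adjusted p = 4.63e-12), SLZ1 by 5.33 (SE 0.53), MEK1 by 4.96 (SE 0.30), DMC1 by 4.70 (SE 0.31), LDS1 by 4.59 (SE 0.56), MEI5 by 4.41 (SE 0.41) and HOP1 by 4.39 (SE 0.28). ADH6 rose by 3.61 (SE 0.28), BAP3 by 3.30 (SE 0.31), COX12 of cytochrome oxidase by 3.29 (SE 0.28), RPS9B by 3.14, RPS22A by 3.11, RPS9A by 3.09, RPL27A by 3.06 and RPS20 by 3.04. In all, 1224 genes rose and 1484 fell (1489 and 1468 with median centring, 1371 and 1153 in the deposited table). NDT80 fell by 3.00 (SE 0.59, adjusted p = 0.000295, 5 of 6 pairs), CDC5 by 2.27 (SE 0.56, 4 of 6 pairs) and SMK1, a kinase of spore wall formation, by 2.53 (SE 0.58, 4 of 6 pairs). SPS4 did not pass (-0.58, SE 0.32) and still stood at 6.35 and 6.68 after transfer at 6 and 7 h. SPS100 of the spore wall rose by 2.32 (SE 0.64, 6 of 6 pairs), and FBP1, which had fallen by 1.00 at 20 min (SE 0.26), rose by 1.73 (SE 0.29, 6 of 6 pairs).

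By gene group at 140 min, early meiotic genes fell in 28 of 29 cases (28 adjusted over the list alone, median -2.90), middle genes in 33 of 40 with 1 that rose (34 and 1 adjusted over the list alone, median -2.27), such as MPC54 (-3.97, SE 0.48) and ADY3 (-3.70, SE 0.44) of the meiotic spindle pole body. Division genes fell in 22 of 24 (23 adjusted over the list alone, median -1.89), such as PDS1 (-3.18, SE 0.42) and SWM1 (-3.26, SE 0.43). Ribosomal protein genes rose in 128 of 134 cases (128 adjusted over the list alone, median 2.28), purine synthesis genes in 10 of 14 (11 adjusted over the list alone, median 0.89), such as ADE13 (2.04, SE 0.21). Amino acid biosynthesis genes rose in 27 of 46 (30 adjusted over the list alone, median 0.83), genes of the TCA cycle and respiration in 17 of 44 with 5 that fell (20 and 6 adjusted over the list alone, median 0.39), such as SDH1 (1.37, SE 0.20), and glycolysis genes in 7 of 16 (7 adjusted over the list alone, median 0.69), such as PGI1 (2.11, SE 0.25). Camera called 11 lists, none with an estimated correlation. There adjusted p = 0.135 for early meiotic, ribosomal protein and purine genes, 0.318 for division and amino acid genes, 0.331 for middle genes, 0.384 for glycolysis and 0.503 for respiration. Late sporulation genes, with 7 lower and 3 higher (7 and 3 adjusted over the list alone), were not called (median -1.80, adjusted p = 0.0669), nor were gluconeogenesis genes (median -0.17). Against SPM values interpolated to the time elapsed since the move to SPM the middle list lay lower still (-3.71). DIT1, which had risen by 1.57 (SE 0.54, 4 of 6 pairs), turned to -0.99.

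Early transfers (2 to 4 h, 3 pairs) precede the hours at which the study places commitment to sporulation, and late transfers (6 to 9 h, 4 pairs) lie at their end or after them. The study set those hours by transfers to YPD and to a glucose solution, and the labels here give no measure of commitment. Stage also goes with the hour in SPM, so a difference between stages cannot be tied to commitment itself. After early transfer there was a large rise, smaller or absent in the late pairs, of HXT17, HXT15, HXT13 and HXT16 of the hexose transporter family (6.04, 5.69, 5.09 and 4.39) and of MAN2 and DSF1, mannitol dehydrogenase relatives (5.30 and 4.92). At 6 h HXT17 still went from -0.44 in SPM to 1.68. These are close paralogs, so which copy gave the signal is uncertain. The differences between late and early responses were -5.56 for HXT17 (SE 0.60, adjusted p = 2.14e-05), -5.75 for HXT15 (SE 0.50), -5.34 for MAN2 (SE 0.45), -5.08 for DSF1 (SE 0.51), -4.69 for HXT13 and -4.56 for HXT16. The amino acid permeases GNP1 (difference -4.90, SE 0.38, adjusted p = 9.33e-07) and TAT1 (-3.80, SE 0.40) rose after early transfer. In SPM GNP1 went from -3.76 at 2 h to 2.94 at 7 h and TAT1 from -3.15 at 2 h to 1.28 at 9 h, while at 20 min they stood between 0.96 and 2.23 and between 0.69 and 1.71, so the difference lies mostly in the SPM level. MEP2 fell by 5.91 after early and lay at -0.62 after late transfer (difference 5.28, SE 0.62, adjusted p = 6.39e-05). The same way went ARG4 of arginine synthesis (-3.34 and 0.68, difference 4.02, SE 0.67), the allantoate permease DAL5 (-3.93 and 0.23, difference 4.17, SE 0.85), the carnitine carrier CRC1 (-3.60 and -0.64, difference 2.96, SE 0.66), LAP3 (difference 2.90), GTO3 (difference 3.18) and DAL7 (difference 2.81). For MEP2 too the SPM level differed, with 5.83 at 2 h and -0.10 at 9 h. PHO84 fell at both stages (-5.51, SE 0.26, early and -4.43, SE 0.23, late), as did CIT3 (-4.99 and -4.40) and DMC1 (-4.85 and -4.25). INO1 of inositol synthesis was among the largest falls after early transfer (-5.08, SE 0.36) and the copper transporter CTR3 after late transfer (-4.77, SE 0.34). After early transfer 1185 genes rose and 1319 fell, and after late transfer 763 rose and 1270 fell. Which direction prevailed depends on the scaling, with 855 up and 704 down after late transfer with median centring, 752 and 589 in the deposited table, and 1290 and 1049 after early transfer with the published processing. In all, 401 genes responded differently, 146 with the higher and 255 with the lower response after late transfer.

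**Figure D2:**
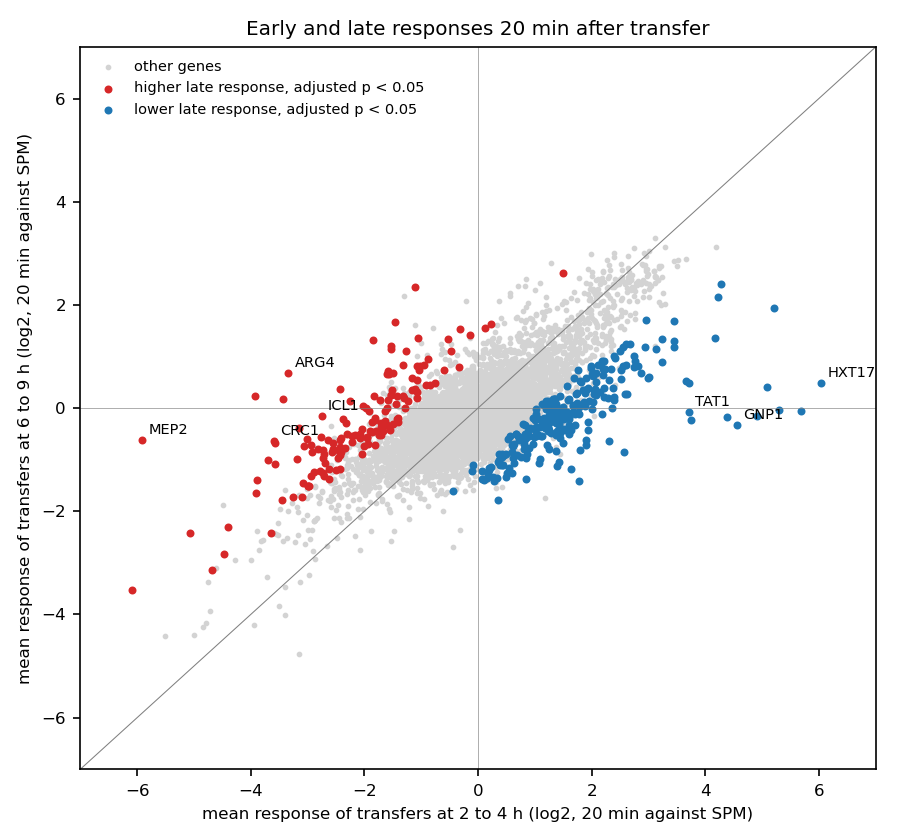
Mean log2 response of each gene 20 min after transfer (20 min against SPM of the same hour) for the 3 early pairs (horizontal axis) and the 4 late pairs (vertical axis), with the 401 genes whose responses differed in colour. HXT17 lies at 6.04 and 0.48, and MEP2 at -5.91 and -0.62.

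The responses of whole groups differed as well. Genes of gluconeogenesis and acetate use fell in 15 of 18 cases after early transfer (16 adjusted over the list alone, median -2.33) and in 6 of 18 after late transfer (6 adjusted over the list alone, median -0.65), a call that ended with median centring (adjusted p = 0.6). The list had adjusted p = 0.198 early and 0.602 late with an estimated correlation. By hour the early medians were -3.26, -2.36 and -1.09 at 2, 3 and 4 h, and the late ones lay between -0.95 and -0.49. The difference had a median of 1.44 with 7 of 18 genes higher (12 adjusted over the list alone). ICL1 (-2.75 and -0.16, difference 2.59, SE 0.53, adjusted p = 0.0065) and MLS1 (-3.43 and 0.17, difference 3.60, SE 0.77, adjusted p = 0.00912) of the glyoxylate cycle and YAT1 (difference 1.81, SE 0.42) were among these. PCK1 (difference -0.07, SE 0.33) and FBP1 (0.40, SE 0.44) did not pass. Genes of the TCA cycle and respiration rose in 21 of 44 cases after early transfer (22 adjusted over the list alone, median 0.67). They had a late median of -0.12 that turned to 0.44 with median centring and to 0.27 with the published processing, and differed by -0.87, with 9 lower (23 adjusted over the list alone), such as QCR9 (-1.63, SE 0.31) and KGD2 (-1.70, SE 0.38). Amino acid biosynthesis genes rose in 25 of 46 cases after late transfer (27 adjusted over the list alone, median 0.93) and were split after early transfer, with 13 higher and 11 lower (13 and 12 adjusted over the list alone, median 0.27). The difference was 0.71 with 13 genes higher (18 adjusted over the list alone), among them ARG3 (2.25, SE 0.37). Nitrogen catabolite repressed genes differed by 0.41 (4 genes higher, 7 adjusted over the list alone) and early meiotic genes by 0.80 (3 genes higher, 4 adjusted over the list alone), among them IME2 (-3.89 and -1.39, difference 2.49, SE 0.61, adjusted p = 0.0195). After late transfer 8 early meiotic members lay at background (median -2.02, or -1.39 at their bound), and after early transfer 1 did (-2.53, or -2.45). The SPM level of this list had also fallen by 9 h, so background and SPM level limit how far it could fall late. The difference of the nitrogen list likewise subtracts SPM arrays of different hours, so a course of its genes in SPM may enter it. Camera called 8 lists for the difference, with adjusted p = 3.4e-09 for amino acids, 2.39e-07 for gluconeogenesis, 2.55e-06 for respiration, 0.000184 for early meiotic and 0.00234 for nitrogen genes. With an estimated correlation these had adjusted p = 0.381 for amino acids, adjusted p = 0.474 for early meiotic genes and adjusted p = 0.344 for the others. Ribosomal protein genes did not differ by this test (median -0.03, adjusted p = 0.843), and they rose in 127 of 134 cases after early and in 127 after late transfer (127 in each adjusted over the list alone). Within the stages the other lists named here had, with an estimated correlation, adjusted p = 0.274 for respiration and 0.198 for ribosomal protein genes after early transfer, and 0.161 and 0.118 for amino acid and ribosomal protein genes after late transfer. The stress regulator XBP1 fell in each early pair (mean -2.25), and the late pairs went both ways (mean 0.14, from 1.03 to 3.24 at 7 h and from 4.44 to 3.17 at 9 h), with a difference of 2.40 (SE 0.60). A straight line of the response in hours called 202 genes, no block for hour 243 and limma arrayWeights 903. The count was 124 without 2 h, 191 without 3 h, 254 without 8 h and 262 without 9 h.

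Over the 8 hours of transfer the median 20 min response was related to the hour for 5 of 21 lists, with exact two-sided permutation p adjusted over the 21 relations. The permutation treats the hours as interchangeable, but they are serial samples of 1 culture. Responses of 2 and 3 h correlated at 0.823 across genes and those of 2 and 9 h at 0.416. A smooth course can thus give a small p by itself. Nitrogen catabolite repressed genes went from -1.38 at 2 h to -0.26 at 9 h (r = 0.961, exact p = 0.000397, adjusted p = 0.00833, rho = 0.929, adjusted p = 0.0234). Respiration genes went from 0.61 to -0.20 (r = -0.915, exact p = 0.00179, adjusted p = 0.0188, rho = -0.929), gluconeogenesis genes from -3.26 to -0.49 (r = 0.821, exact p = 0.00412, adjusted p = 0.0273, rho = 0.881), amino acid genes from -0.31 to 0.81 (r = 0.860, exact p = 0.00521, adjusted p = 0.0273, rho = 0.881) and pseudohyphal growth genes from 0.47 to -0.16 (r = -0.863, exact p = 0.00888, adjusted p = 0.0373, rho = -0.881). For rho the adjusted p was 0.0234 for respiration and 0.0304 for the last 3 lists. Without 2 and 9 h r was 0.929, -0.937, 0.707, 0.861 and -0.858 in this order. Each response subtracts the SPM array of its hour, so a course of a list in SPM can enter these relations, which was not tested apart. MEP2 went from 5.83 at 2 h to -0.10 at 9 h in SPM, while its 20 min values stayed between -0.98 and 0.46. Only 3 pairs had both arrays scanned on 1 day, too few for a relation within a day. The deposited value table gave 2 related lists. Across genes, which are not independent replicates, the responses of hours of the same stage correlated at a mean of 0.694 and those of different stages at 0.566, a difference of 0.128 that did not pass (exact one-sided permutation p = 0.0571 over 35 splits).

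**Figure D3:**
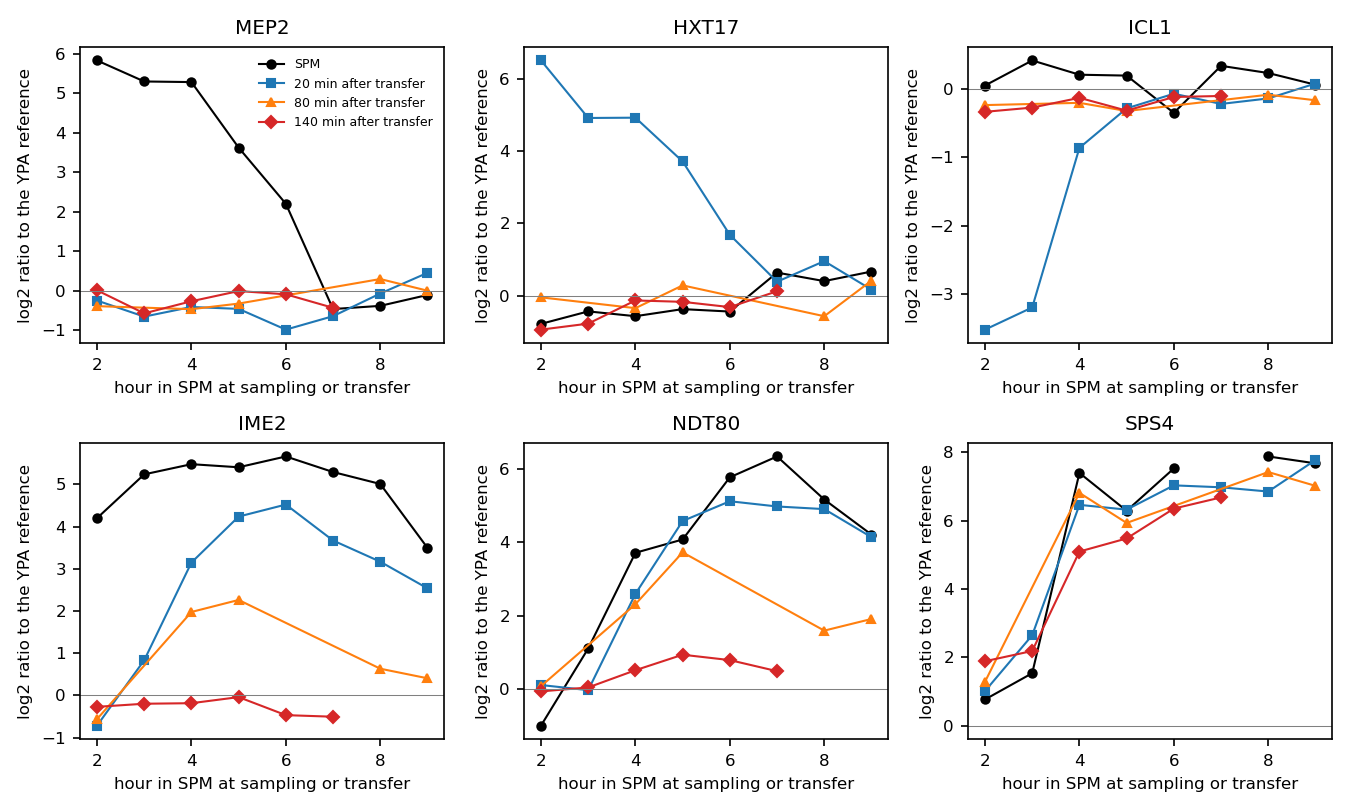
Log2 ratio to the YPA reference of 6 genes (vertical axes) by hour in SPM at sampling or transfer (horizontal axes), 1 array per point, with lines joining the sampled hours. After transfer IME2 stood between -0.51 and -0.04 at 140 min, while SPS4 stood at 6.35 and 6.68 from 6 and 7 h.

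The late minus early difference at 80 min rests on 2 early and 2 late pairs and at 140 min on 3 and 2. At each of these times no scan day held both early and late transferred arrays, so scan day may enter these differences. The stage values given beside a difference are means over pairs, and the difference comes from the fit over all arrays, so the values need not add up. At 140 min middle sporulation and meiotic division genes had a far lower response after late than after early transfer, and genes of the stress response a higher one. CLB1, an M phase cyclin (1.02 and -5.91, difference -6.75, SE 0.76, adjusted p = 1.21e-05), EGT2 of cell separation (1.80 and -4.59, difference -6.33, SE 0.57), the cell wall protein CWP1 (2.62 and -2.84, difference -5.35, SE 0.63), GAS2 (difference -5.81, SE 1.15), MIP6 (-5.52, SE 0.62), SMA1 of the spore membrane (-5.31, SE 0.58), HIM1 (-5.18, SE 0.58) and GNP1 (-5.38, SE 0.44) had the lower late response. GRE1 (-0.75 and 5.18, difference 5.98, SE 0.72) and SIP18 (-1.62 and 3.96, difference 5.36, SE 0.81) of desiccation stress, SPS100 (0.26 and 5.55, difference 5.23, SE 0.74), MEP2 (5.15, SE 0.72), the glutamate dehydrogenase GDH3 (4.10, SE 0.49), MSC1 (4.10, SE 0.66), PLB2 (3.85, SE 0.72) and the transketolase TKL2 (3.68, SE 0.65) had the higher one. In all, 276 genes had the higher and 778 the lower response after late transfer. Middle genes differed by a median of -3.70 with 34 of 40 lower (34 adjusted over the list alone), among them ISC10 (-4.93, SE 0.48) and SPO20 of the spore membrane (-4.64, SE 0.47). Division genes differed by -2.83 with 19 of 24 lower (19 adjusted over the list alone), stress genes by 1.04 with 11 of 30 higher (16 adjusted over the list alone). Glycolysis genes differed by 1.16 with 7 of 16 higher (7 adjusted over the list alone) and ribosomal protein genes by 1.16 with 18 of 134 higher (0 adjusted over the list alone, where 1840 of all genes had an unadjusted limma p under 0.05). Camera called these with adjusted p from 5.3e-21 for middle genes to 4.29e-05 for glycolysis. With an estimated correlation they had adjusted p = 0.0879 for middle, 0.103 for division and stress, 0.534 for glycolysis and 0.58 for ribosomal protein genes.

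These differences at 140 min depend on the control. Against SPM values interpolated to the elapsed time 19 genes were called, and the median difference turned to 0.93 for middle genes, 0.41 for division genes, -0.50 for glycolysis and -1.09 for ribosomal proteins. That of stress genes went to 0.14, and its call ended (adjusted p = 0.477). Without the block for hour 327 genes were called. At 80 min 182 genes differed, 40 with the higher and 142 with the lower late response. They were led by MEP2 (5.88, SE 0.77), GRE1 (4.29, SE 0.77), GDH3 (4.17, SE 0.52), GDH1 (3.86, SE 0.65), GNP1 (-5.16, SE 0.47, adjusted p = 1.13e-05), TAT1 (-4.39, SE 0.49), EGT2 (-4.00, SE 0.61) and CLB1 (-3.75, SE 0.81). Middle genes differed by -1.29 with 3 lower (14 adjusted over the list alone) and division genes by -1.13 with 6 lower (9 adjusted over the list alone), both with adjusted p = 0.307 with an estimated correlation. Against interpolated SPM values 9 genes were called at 80 min and the middle list turned to 0.75. The count was 12 without 8 h, 39 without 2 h, 54 without 4 h, 117 without 3 h and 121 without 9 h.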

Values the study reported

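The study reported that approximately 1,400 genes were induced more than 2 times during sporulation. From transfers to rich medium and to a glucose solution it placed commitment to sporulation at around 5-6 hours in SPM, and it saw the first mature spores at about 8 hours, with their share highest at about 12 hours.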

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

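The tests of the control for middle genes, and of scan day and processing for gluconeogenesis genes, were chosen only after the result was seen. The counts over other splits of the arrays were planned.

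In 13 of 188 groups of values the highest or lowest sample stood far from the others, and chance sets apart about 1 in 20 groups. In SPM these were SPS100 at 9 h (5.26, others -0.67 to 1.74), PCK1 at 2 h (-1.14, others -0.18 to 0.55) and FBP1 at 7 h (-3.68, others -2.00 to -0.70). Of the 20 min responses they were the G1 and S phase list at 2 h (-1.58, others -0.92 to -0.34) and MSB2 at 9 h (-0.84, others -0.08 to 0.56). Of the 80 min responses they were fatty acid oxidation genes at 9 h (-2.06), G1 and S phase genes at 2 h (-1.0), SPS4 at 2 h (0.52), CLN3 at 9 h (0.22), MSB2 at 2 h (1.04) and PCK1 at 2 h (1.06). Of the 140 min responses they were respiration genes at 4 h (0.13) and G1 and S phase genes at 2 h (-1.10). The 2 h responses of the G1 and S phase list all subtract the SPM array of 2 h, on which the list stood at 1.10 (other SPM arrays -0.50 to 0.39), so they are not separate findings. The PCK1 response of 2 h at 80 min likewise subtracts the outlying SPM value of PCK1 at 2 h (-1.14), so it is not separate from that value.

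Late and early responses differed by the interaction test. At 20 min 401 genes differed, and the lists called were early meiotic (0.80), gluconeogenesis (1.44), respiration (-0.87), fatty acid oxidation (0.39), glycolysis (-0.66), amino acid biosynthesis (0.71), nitrogen catabolite repressed (0.41) and G1 and S phase genes (0.41), with the landmark genes IME2 (2.49), XBP1 (2.40), ICL1 (2.59) and MLS1 (3.60). At 80 min 182 genes differed, with early meiotic (0.92), middle (-1.29), division (-1.13), stress (0.45), respiration (-0.39), glycolysis (0.43), amino acid (0.44) and nitrogen genes (0.51), and with CLB1 (-3.75) and CDC5 (-2.43). At 140 min 1054 genes differed, with middle (-3.70), division (-2.83), stress (1.04), rRNA processing (0.44), RNA polymerase I and III (0.71), glycolysis (1.16) and ribosomal protein genes (1.16), and with NDT80 (-4.09), SMK1 (-5.09), CLB1 (-6.75), CDC20 (-4.61), CDC5 (-4.33), SPS100 (5.23), HSP12 (3.49), XBP1 (2.67), TOR1 (2.20) and HXT1 (1.76). None of the list calls in this paragraph held with a correlation estimated in camera. Against interpolated SPM values the lists of middle, division, glycolysis and amino acid genes at 80 min turned in sign, as did those of middle, division, rRNA processing, glycolysis and ribosomal protein genes and NDT80, SMK1 and HXT1 at 140 min.

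The 384 control spots with plant sequence, which no comparison uses, lay above the 95 percentile of buffer spots in Cy3 more often than the 5 percent of buffer spots that do so by definition on 4 arrays. Their shares were 6.25% for SPM at 4 h, 6.25% for the 20 min sample of 7 h, 9.90% for that of 8 h and 8.59% for that of 9 h.

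Other splits of the same arrays were counted beside the calls. At 20 min 1 of 100 swaps within pairs drawn from 128, the real one, gave 2749 genes. The highest other gave 2117 and differs from the real one by 1 swapped pair. At 140 min 1 of 32 swaps, the real one, gave 2708 and the highest other 1655. For the late minus early difference at 20 min 1 of 35 splits of the 7 pairs, the real one, gave 401. The highest other gave 39 and set 7, 8 and 9 h apart. The real grouping gave the most calls each time, but these counts cannot exclude chance. A swap also gives the other times of that hour a wrong SPM control in the same fit, which widens the residual spread. The hours come from 1 culture and follow a course, so they are not interchangeable. For the 80 min comparison (16 swaps, 1 of which, the real one, gave 2145, highest other 1020), the early response (4 swaps, 2504, highest other 0) and the late response (8 swaps, 2033, highest other 0) the splits are too few for a share under 0.05.

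Middle sporulation genes fell further after late than after early transfer at 140 min (median difference -3.70). The genes were still rising in SPM at early hours, so the array of the transfer hour is a low control for early transfers. Against SPM values interpolated to the elapsed time the median was 0.93, and 0.49 to 1.60 with each hour left out, so the choice of control may account for the whole difference. A biological difference between stages in how fast middle transcripts are lost stays open and was not tested.

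Genes of gluconeogenesis and acetate use fell further after early than after late transfer at 20 min (median difference 1.44). The tables argue against scan day as the whole cause, since with it as a term the median was 1.44, and 1.10 to 2.54 with each hour left out. They also argue against normexp and loess as the whole cause, since the published processing, which uses neither, gave 1.07 (0.84 to 1.79 with each hour left out). That processing still subtracts local background, so a part of background subtraction itself stays open. The early pairs at 2 and 3 h (-3.26 and -2.36) carry the difference, since the 4 h pair (-1.09) lies near the late pairs (-0.95 to -0.49). A candidate explanation that stays open is the stage of the cells at transfer, which the design names and which was not tested apart from the pattern itself.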

How the results depend on the processing

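Every alternative was planned, and none was added after the results were seen. For the 10 comparisons, the lists as a whole, the relation to hour, the similarity between hours and the count of induced genes, 192 of 225 values stayed within 1.5 times the reported one, and 33 moved. Of 9625 values for named genes 9185 kept their call, 292 lost and 124 gained a call and 24 reversed. Of 840 for lists 666 kept their call, 121 lost and 34 gained a call and 19 reversed. A change of sign counted as a reversal only where at least 1 of the 2 values was called. Values called in neither setting may therefore have changed sign among those kept. In 210 of the list values only the correlation setting changed, so their median could not. The cause was not tested except where given.

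Change over hours gave 538 genes with a straight line. With an estimated correlation 1 of the 103 list calls held. At 20 min the late minus early count was 903 with arrayWeights and 202 with a straight line of the response in hours (105 up, 97 down). At 80 min it was 94 and 54 with 5 h counted as early and as late, 9 with interpolated SPM values, 278 with arrayWeights, 109 with median centring, 77 with paired differences and 117 with the deposited table. At 140 min interpolated SPM values gave 19, of which 2 were among the 1054. The late response gave 1341 with the deposited table (752 up, 589 down). That table gave 2 lists related to hour, and a rule of 2 SPM arrays in a row gave 1542 genes induced at least 2 times. The share of rising genes shifted with median centring, to 855 up and 704 down for the late response, 196 and 219 for the late minus early difference at 20 min and 377 and 588 at 140 min. With less of a shift the balance turned at 140 min (1489 up and 1468 down with median centring, 1371 and 1153 in the deposited table), at 80 min (934 and 892 in that table) and for the early response (1240 and 1229 with median centring, 1074 and 1028 in that table, 1290 and 1049 with the published processing). Against the reference it turned with the filter on both channels (1196 and 1361).

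With no replicate block for hour the late minus early count was 243 at 20 min (77 up, 166 down) and 327 at 140 min (35 up, 292 down), and no other count moved by 1.5 times: it was 2215, 1804 and 2099 at 20, 80 and 140 min, 2120 and 1607 for the early and late response and 233 for the difference at 80 min. The median of all genes for the late response was -0.18 as reported, -0.08 with median centring and -0.05 in the deposited table. For the late minus early difference at 140 min it was 0.0044 as reported, 0.15 with median centring and 0.17 in the deposited table, while calls are tests against 0.

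With each hour left out the counts ranged from 2726 to 3056 (SPM against the reference), 612 to 1343 (change over hours), 2390 to 2698 (20 min), 1689 to 2136 (80 min), 2244 to 2719 (140 min), 1825 to 2581 (early response) and 1512 to 2033 (late response). Late minus early counts ranged from 124 to 471 at 20 min, 12 to 206 at 80 min and 698 to 1072 at 140 min. Change over hours gave 612 without 9 h, 758 without 2 h, 823 without 8 h and 890 without 3 h. The difference at 20 min gave 124 without 2 h, 191 without 3 h, 254 without 8 h and 262 without 9 h, that at 80 min 12 without 8 h, 39 without 2 h, 54 without 4 h, 117 without 3 h and 121 without 9 h, and that at 140 min 698 without 3 h, 702 without 2 h and 700 without 6 h.

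Values that reversed with interpolated SPM values were, at 140 min, DIT1 (-0.99), HSP12 (-0.95), TOR1 (-0.18), XBP1 (-1.07) and G1 and S phase genes (0.24). For the late minus early difference at 140 min they were GAS2 (1.34), HIM1 (0.99), HXT1 (-0.88), MIP6 (0.47), MSC1 (-0.87), NDT80 (0.76), PLB2 (-0.91), SMA1 (0.65), SMK1 (1.18), SPO20 (0.64), SPS4 (3.60) and the lists of respiration (0.31), amino acids (-0.69), fatty acid oxidation (-0.55), glycolysis (-0.50), hexose transporters (-1.29), late (0.74), middle (0.93) and division genes (0.41), purines (-0.60), rRNA processing (-0.37) and ribosomal proteins (-1.09). At 80 min they were amino acids (-0.0932), glycolysis (-0.30), division (0.0847), middle (0.75) and rRNA processing genes (-0.33). HXT1 over the hours turned to -0.41 as early against late arrays, -0.14 without 9 h, -0.0755 with median centring, -0.0305 with a straight line and -0.0252 in the deposited table (-0.14 to 0.33 with each hour left out), and IME2 to 0.73 without 9 h (-1.69 to 0.73). ICL1 against the reference turned to -0.43 with median centring, -0.39 in the deposited table and -0.36 with the published processing, and respiration genes after late transfer to 0.44 with median centring and 0.27 with the published processing. Signal over background limits dim genes most in the 20 min sample of 2 h.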

Other observations

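The second test of the transfer medium, on the 140 min arrays, was chosen only after the result was seen. The first was planned.

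After late transfer by itself further lists fell at 20 min. Middle genes fell in 14 of 40 cases (median -0.71, adjusted p = 0.00767, 0.0119 with the published processing and 0.0112 against interpolated SPM values, while the call ended with median centring, adjusted p = 0.0535) and glycolysis genes in 11 of 16 (median -1.03, adjusted p = 0.0191), such as the enolase ENO1 (-1.67, SE 0.27). With an estimated correlation both had adjusted p = 0.596, and the glycolysis call ended with median centring (adjusted p = 0.6) and the published processing (0.387) and not with interpolated SPM values (0.0112). Meiotic division genes fell in 16 of 24 cases (median -0.93), with adjusted p = 0.276 with an estimated correlation, among them CDC5 (-1.44, SE 0.28) and CLB1 (-1.29, SE 0.43). SPS100 rose by 1.82 (SE 0.42, 4 of 4 pairs) within 20 min of late transfer. It also went up in the early pairs, from -0.54 to 1.23 at 2 h, from -0.45 to 0.65 at 3 h and from -0.36 to -0.15 at 4 h. The rise is therefore not particular to late transfer. Of the other landmark genes at 20 min, HAM1 (0.35, SE 0.14), RAD55 (-0.44, SE 0.20), TOR1 (0.23, SE 0.40), HSP12 (0.30, SE 0.44), FLO11 (-0.19, SE 0.27), SMK1 (0.09, SE 0.52) and DIT1 (0.28, SE 0.49) did not pass.

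Return to the reference profile can be read from the number of genes at least 2 times off it. In SPM this was 1291 at 2 h and 2609 at 6 h, and at 140 min after transfer it ranged from 748 (3 h) to 1707 (7 h). Stress response genes at 140 min stood at -1.64, -1.53 and -1.48 after transfer at 2, 3 and 4 h and at -0.31 and -0.40 after transfer at 6 and 7 h. In 16 cases of a list in a comparison the median, the mean and the test differed in sign, and none of these 16 was called.

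Genes at least 2 times above the reference on at least 1 SPM array numbered 2430 here, 2247 with the published processing and 1975 in the deposited table. That is higher than the value quoted from the study above, which came from another time course on other slides.

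The study describes no loss of middle gene transcripts in committed cells moved to YPA, in another experiment whose sampling ended before 80 min. That statement rests on an average of other middle genes, grouped from the study's own data, on other slides. The medium here is also unsettled, so the 20 min values below are not a like comparison. Here the middle list fell 20 min after late transfer, a call that did not hold with median centring. Over all hours, early ones included, it was not called at 20 min except against interpolated SPM values (median -0.55, adjusted p = 0.0351, and up to 0.882 with an estimated correlation). It fell at 80 min (median -1.12, 12 of 40 genes) and 140 min (-2.27, 33 of 40), with medians of -1.63 and -3.71 against interpolated SPM values. The values at 80 and 140 min pool early and late transfers and lie outside the study's sampling, so they cannot be set against its statement. In the late pairs the list medians were -1.87 (8 h) and -1.39 (9 h) at 80 min and -4.95 (6 h) and -4.69 (7 h) at 140 min. None of these calls held with an estimated correlation (adjusted p = 0.596 for the late response, 0.621 at 80 min and 0.331 at 140 min).

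Whether the transfer medium held glucose, as the sample labels with YPD say, or acetate, as the title and protocols say, bears on each transfer comparison. The study names this series as a control for the slides of its YPA experiment, and it ties the fast loss of NDT80 to rich medium and not to YPA. NDT80 here did not pass at 20 min (-0.37, SE 0.53) or 20 min after late transfer (-0.59, SE 0.44), but its falls at 80 and 140 min were called. It went from 5.17 to 1.60 at 80 min after transfer at 8 h, and from 6.34 to 0.49 at 140 min after transfer at 7 h. Only the 2 h pair, at -0.99 in SPM, went the other way (0.08 at 80 min and -0.06 at 140 min). NDT80 therefore does not settle the medium. The bound set for glucose on the early 20 min response of gluconeogenesis genes, a median under -1, was met (-2.33). Glucose would still be there at 140 min, yet the list then stood near the YPA reference, with a mean of -0.39 over 6 arrays (SD 0.0869, range -0.47 to -0.25), and HXT1, which glucose induces, was not called at any time over all pairs. The gluconeogenesis level at 140 min and HXT1 point away from a medium with lasting glucose. Other lists planned for this check went different ways, so the lists do not settle the medium. Glycolysis genes were called higher at 80 and 140 min with the preset correlation, with medians at 140 min from -0.15 (2 h) to 1.78 (6 h). Hexose transporter medians at 140 min lay between -1.25 (2 h) and 1.58 (4 h). A small amount of sugar that was soon used up may have acted at 20 min and stays open, but the early 20 min lists were mixed as well. Fatty acid oxidation genes fell with the gluconeogenesis list (medians -2.38, -2.15 and -2.79 at 2, 3 and 4 h). At the same hours respiration genes rose (0.61, 0.90 and 0.25) and glycolysis medians lay below 0 (-0.52, -0.40 and -0.17).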
